A study of Mus musculus with 168 samples. Its data were reported in "MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice" (2018).

How the data were processed

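RNA from the hippocampus of C57BL/6 mice was sequenced in 168 libraries. The mice carried 1 of 6 knock-in alleles of Htt, named after the length of their CAG repeat (Q20, Q80, Q92, Q111, Q140 and Q175), or were wild type (WT). With 3 ages (2, 6 and 10 months) this makes 21 groups of 8 libraries each. Both sexes are in every group, 4 females and 4 males except in the Q20 group of 10 months (5 females) and the Q80 group of 2 months (5 males). Per the labels, total RNA came from flash-frozen tissue, its integrity was checked on a Bioanalyzer, and libraries followed a standard Illumina protocol.

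The values analysed are the expected counts per gene that the authors deposited. They are estimates of read numbers that were not scaled, and 16.89% of them are not whole numbers. The labels name CASAVA 1.8.2 as the software that delivered the reads. The aligner, the quantification program, the genome build and the annotation behind the counts are not given in the sources used here, and the read processing stated in the paper is for its microRNA libraries, not for these. A second deposited file, FPKM values of the same libraries, was not used here. Whether the counting used the strand is not stated either, so reads of overlapping and antisense genes cannot be told apart. Genes were named by matching their identifiers to GENCODE mouse release M21 (build GRCm38), which held 37607 of the 39179 identifiers, and all coordinates are from that release, counted from 1.

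The total count per library ran from 30.6 to 46.4 M (median 37.9 M), with medians of 39.5, 37.5 and 36.8 M at 2, 6 and 10 months. Within the groups, 588 pairs of libraries were compared for duplicated data, and the lowest chi-square per gene was 3.28 (median 16.3), so no pair differed by counting noise alone. As a check of quality, the standardized connectivity of each library within its age was computed over 15290 genes on log2 levels. For its microRNA data the study computed connectivity on variance-stabilized counts and removed samples below -5. A total of 13 libraries lay below the threshold of -5 and are here called divergent libraries. They were kept unless stated, and a fit without them was set beforehand. The checks of each library also covered the share of mitochondrial and ribosomal protein transcripts, the choroid plexus transcript Ttr, a tilt of log2 levels with gene length, and the transcripts of the sex chromosomes. Sex transcripts disagreed with the label, in full or in part, in 2 libraries. The Q20 library of 10 months labelled female 5 had 55.0 CPM (counts per M counts) of the Y-linked Ddx3y and 0.0615 CPM of the X-inactivation transcript Xist, and the Q80 library of 2 months labelled male 2 had 0 CPM of Ddx3y, against its label, and 1.02 CPM of Xist, a level of males. Both keep their labels here.

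The tests were run in R 4.3.3. Genes with low counts were removed with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15), which left 17320, 17296 and 17266 genes at 2, 6 and 10 months and 17934 in the fit of all ages. Libraries were scaled by TMM, and genes were tested with edgeR's quasi-likelihood F test (glmQLFit and glmQLFTest, two-sided) with Benjamini-Hochberg adjustment within each comparison at a threshold of 0.05. All adjusted p-values of single genes in the text are from that test unless DESeq2 is named. "Rose" and "fell" stand for genes past that threshold. The main comparison at each age was the slope of expression on CAG length, with WT set at 7 repeats, given as log2 change per 100 repeats. Each of Q80, Q92, Q111, Q140 and Q175 was also compared with WT and Q20 together, which are the controls as in the study. All comparisons at an age share these control libraries. Sex was a covariate throughout. At 6 months the library numbers form 2 series, WT and Q175 in one and the other groups in the other, so a series term was added there. With this term Q175 rests on WT and the other lines rest on Q20, and Q20 was not compared with WT at 6 months. Runs of lanes within an age cross the genotypes and served as an alternative covariate.

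Signed z values of the 6- and 10-month slopes were summed and divided by the square root of their number to combine the ages, as the study did for microRNAs. Differences of slopes between ages were tested in 1 fit over all 168 libraries, and differences between sexes with an interaction term at each age. Q20 was compared with WT at 2 and 10 months. A total of 33 gene lists (markers of hippocampal and other cell types and regions, and pathways) were written down before the data were examined and tested with camera of limma 3.58.1. The correlation between genes was estimated for each list, the Benjamini-Hochberg adjustment ran over the lists, and a preset correlation of 0.01 was an alternative. Beside the number of members that passed over all genes, the number adjusted over the list alone is given. The genes to be named were also set by a rule before the data were examined. They are Htt and, among genes with a mean of at least 1 CPM, the 10 rising and 10 falling genes with the smallest p for the slope at 10 months, 5 and 5 at 6 and 2 months, 2 and 2 for each line against controls, 3 and 3 for each interaction and for Q20 against WT, and up to 4 members of each list with the smallest p at 10 months. Levels are CPM after TMM scaling, with SD over the libraries of a group, and carry counting error besides, since reads without molecular identifiers are not independent molecules.

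The tests were repeated with settings fixed before the data were examined: DESeq2 1.42.0 (Wald test on counts rounded to whole numbers), median ratio scaling (RLE) in edgeR, no filter on low counts, the replicate number as a block, the lane block, no series term, the divergent libraries left out, the Q175 libraries left out, and Q20 as the only controls. Chosen after seeing the data were covariates for choroid plexus content and gene length tilt, leaving out the libraries with contradictory sex transcripts, leaving out 14 doubtful libraries 1 at a time, and each library series alone at 6 months. For each comparison the genotypes were also permuted within sex (and series) to give 80 splits of the libraries, or 60 for the differences between ages, the real one included, and the calls of each were counted.

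The scripts were tested on simulated data, with counts drawn from the means, spreads and sizes of the real libraries and 200 genes changed by known amounts. Counts were drawn for each gene on its own, without divergent libraries or correlation between genes. The changed genes had at least 1 CPM. The rates below thus check the scripts and are not error rates of the real data. For the slope at 10 months, 72% of genes changed by a log2 of 0.25 per 100 repeats and 96% of those changed by 0.5 were recovered, with 20 false calls among 17318 genes. At 6 months it was 71% and 98% with 10 false calls, for both ages combined 91% and 100%, and for the difference of slopes between 10 and 2 months 52% and 94%. For Q175 against controls at 10 months, 76% of genes changed by 0.5 and 100% of those changed by 1 were recovered. Figures were drawn with matplotlib 3.10.9, and tables were prepared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.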

Results

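The series measured gene expression in the hippocampus of mice that carry an expanded CAG repeat in 1 copy of Htt, the gene mutated in Huntington's disease. The knock-in alleles are named after their repeat length (Q20 and the expanded alleles Q80, Q92, Q111, Q140 and Q175), and mice were sampled at 2, 6 and 10 months, so that the effect of repeat length can be followed with age. Each of the 7 genotypes, wild type (WT) included, had 8 libraries per age. The total count per library ran from 30.6 to 46.4 M. WT and Q20 served together as controls (n = 16 per age). A total of 13 libraries, named here by genotype, sex and number, stood apart from the other libraries of their age in standardized connectivity. They were Q175 male 2 (-86.5), Q140 female 4 (-44.6), Q111 female 3 (-25.3) and Q20 female 4 (-5.63) at 2 months, Q111 female 1 (-24.7), Q111 male 3 (-11.7), Q140 male 1 (-6.23) and Q80 male 4 (-5.08) at 6 months, and Q20 female 5 (-107.6), Q80 female 4 (-84.5), Q92 female 4 (-47.2), Q175 male 4 (-19.8) and WT female 2 (-7.55) at 10 months.

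The first question was whether Htt itself differed in level. Htt (ENSMUSG00000029104, chromosome 5, 34761740 to 34912534, build GRCm38 for all positions), which encodes huntingtin, was lower in Q175 at each age. At 2 months it had 162.6 ± 40.3 CPM (SD, n = 8) in Q175 and 215 ± 15.4 CPM (n = 16) in controls, at 6 months 189.6 ± 5.43 and 242.5 ± 18.6 CPM, and at 10 months 149.9 ± 33.8 and 206.9 ± 25.7 CPM. At each age 8 of 8 Q175 libraries lay below the median of the controls. Against controls, Htt fell in Q175 by 0.32 on the log2 scale at 6 months (adjusted p = 0.00835) and by 0.47 at 10 months (adjusted p = 0.0157), whereas the difference of -0.40 at 2 months did not pass (adjusted p = 0.0744). Htt in the other lines did not pass at any age. The slope of Htt on CAG length passed at 6 months (-0.16 per 100 repeats, adjusted p = 0.0158) and not at 2 months (-0.19, adjusted p = 0.369) or 10 months (-0.18, adjusted p = 0.402). With the divergent libraries left out, the 10-month slope of Htt was -0.16 with an adjusted p of 0.0397. Reads of Msantd1, which overlaps Htt on the same strand, cannot be told apart from those of Htt.

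At 2 months the question was which transcripts already followed repeat length in young adults. Gm7361 (ENSMUSG00000059645, chromosome 5, 26257691 to 26264308), a predicted protein-coding gene on the chromosome of Htt, was lower in all 5 expanded lines. Its level was 2.31 ± 0.354 CPM (n = 16) in controls, 1.25 CPM in Q80 and 1.31 CPM in Q175, and its slope was -0.62 per 100 repeats (adjusted p = 8.41e-05), with 8 of 8 Q175 libraries below the control median. Drc1 (ENSMUSG00000073102, chromosome 5, 30281388 to 30366695), which encodes a subunit of the dynein regulatory complex of motile cilia, rose by 0.30 per 100 repeats (adjusted p = 0.0464). Within Q80 to Q175 the slope was -0.201 for Gm7361 (edgeR, unadjusted p = 0.318) and 0.0189 for Drc1 (unadjusted p = 0.883). The slopes of Gm7361 and Drc1 over all groups thus rest on the difference between controls and expanded lines. Gm6410, a long noncoding transcript, rose by 0.48 (adjusted p = 0.0107), from 0.863 CPM in controls to 1.52 CPM in Q175, where 7 of 8 libraries lay above the control median. The slope called 10 genes, of which 9 rose and 1 fell. Leaving out Q175 male 2 reduced this to 2 genes: that library held 56.8 CPM of Gm20659, 359 CPM of Gm8355 and 1062 CPM of Gm26723, and the slopes of this antisense transcript, this pseudogene and this long noncoding transcript moved from 3.90, 2.74 and 2.74 to 0.26, -0.02 and 0.30 with the divergent libraries left out. Without all Q175 libraries 3 genes were called.

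Against controls at 2 months, Gm7361 fell in Q80 (-0.87, adjusted p = 0.00759), Q111 (-0.75, adjusted p = 0.041), Q140 (-1.06, adjusted p = 4.09e-04) and Q175 (-0.81, adjusted p = 0.0099), in 8 of 8 libraries of each. Drc1 rose in Q111 by 0.59 (adjusted p = 0.0054; 9.95 to 15.0 CPM, 7 of 8 libraries above the control median). Trh, the precursor of thyrotropin-releasing hormone, was called in Q111 at 3.05 (adjusted p = 0.041), a value that became -0.35 with the divergent libraries left out. The calls numbered 2 in Q80 (1 rose; 569 at an unadjusted p under 0.05 and 15 by DESeq2), 5 in Q111 (4 rose), 1 in Q140 (it fell) and 15 in Q175 (14 rose). In Q92 edgeR called 0 genes, with 151 at an unadjusted p under 0.05 and 0 by DESeq2. DESeq2 called other splits: 6.67% of its genes rose in Q80, 66.7% in Q111, 19% in Q140 and 60% in Q175, against 50%, 80%, 0% and 93.3% here. Single libraries decided these counts. Q175 had 2 without its male 2, Q111 had 0 without its female 3 and 2 without Q20 female 4, and Q140 had 4 without its female 4, 3 without Q111 female 3 and 2 without Q175 male 2, Q20 female 4 or Q80 male 2.

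The gene lists were tested for the same slope. The choroid plexus markers, which report tissue of the ventricle wall carried along in dissection, had 11 of 11 slopes below 0 (median -1.39, 11 adjusted over the list alone, adjusted p = 0.429 with an estimated correlation). The nuclear-encoded ribosomal proteins had 78 of 79 slopes above 0, with a median of 0.147 (-0.00316 with the divergent libraries left out). Over 32 measured lists, camera on edgeR slopes with an estimated correlation called 0 at 2 months, and 2 had an unadjusted p under 0.05.

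At 6 months the same question met a broad response. Bok (ENSMUSG00000026278, chromosome 1, 93685660 to 93695764), a BCL2 family member, fell by 0.32 per 100 repeats (adjusted p = 1.52e-07), from 55.7 ± 4.69 CPM in controls to 33.0 ± 1.63 CPM in Q175. Nptxr (ENSMUSG00000022421, chromosome 15, 79786351 to 79804766), the neuronal pentraxin receptor that clusters glutamate receptors, fell by 0.16 (adjusted p = 1.09e-06) from 995 ± 40.8 to 758 ± 43.5 CPM. Hapln4, a link protein of perineuronal nets, fell by 0.15 (adjusted p = 3.80e-07; 112 to 87.3 CPM), the semaphorin Sema7a by 0.16 (adjusted p = 6.36e-07; 122.7 to 96.6 CPM) and the kinase Hipk4 by 0.21 (adjusted p = 1.09e-06; 49.3 to 35.3 CPM). Each of these 5 genes was below the control median in 8 of 8 Q175 libraries. Rwdd3 (ENSMUSG00000028133, chromosome 3, 121155398 to 121171695), which promotes SUMO conjugation, rose by 0.24 (adjusted p = 3.88e-08), from 9.40 ± 0.863 to 13.5 ± 0.751 CPM. The lipid transporter Abca8a rose by 0.31 (adjusted p = 1.01e-07; 18.6 to 28.7 CPM), anillin (Anln) by 0.34 (adjusted p = 4.04e-06; 40.8 to 63.6 CPM), Drc1 by 0.30 (adjusted p = 3.72e-07) and Tmc3 by 0.14 (adjusted p = 4.24e-06). Rwdd3, Abca8a, Anln and Tmc3 were above the control median in 8 of 8 Q175 libraries. All control levels and medians given for 6 months pool WT and Q20, which are in different library series. Unlike the tests, they carry no series term.

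The 6-month slope called 838 of 17296 genes, of which 313 rose and 525 fell. With the divergent libraries left out it called 1420 genes, 834 of them among the 838. The calls rest on Q175: without the Q175 libraries 5 genes were called, and in the library series that holds the other lines, taken alone, 3.

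Among the lists at 6 months, the genes of sterol synthesis fell as a group (22 of 22 slopes below 0, median -0.0973, adjusted p = 0.0265 with an estimated correlation), though the call was lost with the divergent libraries left out (median -0.1, adjusted p = 0.117) or without Q175 (adjusted p = 0.271). Of its 22 members 16 fell (20 adjusted over the list alone), among them the isomerase Idi1 (-0.14, adjusted p = 0.0085), the squalene epoxidase Sqle (-0.10, adjusted p = 0.00536) and the demethylase Cyp51 (-0.12, adjusted p = 0.013), each below the control median in 8 of 8 Q175 libraries. Of the 21 immediate early genes, which respond to neuronal activity, 11 fell (19 adjusted over the list alone) and 21 of 21 slopes were below 0 (median -0.226, adjusted p = 0.0563 with an estimated correlation). The growth factor Bdnf fell by 0.14 (adjusted p = 1.19e-04; 51.3 ± 3.88 to 42.7 ± 3.72 CPM), the transcription factor Fosb by 0.28 (adjusted p = 0.0424) and the phosphatase Dusp1 by 0.27 (adjusted p = 0.0262), with 8 of 8 Q175 libraries below the control median for each.

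Markers of hippocampal neurons were among the genes that fell at 6 months. Of the CA1 markers 3 fell (6 adjusted over the list alone, adjusted p = 0.0563 with an estimated correlation), led by Wfs1, an endoplasmic reticulum protein (-0.32, adjusted p = 9.90e-06; 108.3 ± 14.8 to 62.2 ± 8.75 CPM). Of the CA2 and CA3 markers 3 fell (4 adjusted over the list alone, adjusted p = 0.0926 with an estimated correlation), and of the dentate granule cell markers 6 fell (6 down and 1 up adjusted over the list alone, adjusted p = 0.699 with an estimated correlation), with the polo-like kinase Plk5 at -0.39 (adjusted p = 6.48e-06; 23.8 ± 2.89 to 11.9 ± 1.53 CPM) and the channel Trpc6 at -0.14 (adjusted p = 0.0129). Wfs1, Plk5 and Trpc6 were below the control median in 8, 8 and 8 Q175 libraries. Of the potassium channels 10 fell (16 adjusted over the list alone, adjusted p = 0.333 with an estimated correlation), and of the clock genes 5 fell (5 adjusted over the list alone, adjusted p = 0.103 with an estimated correlation). The tonic GABA-A receptor subunits Gabrd (-0.19, adjusted p = 6.80e-05) and Gabra5 (-0.11, adjusted p = 5.43e-04) fell, as did the striatal markers Scn4b (-0.31, adjusted p = 2.32e-05) and Penk (-0.20, adjusted p = 0.00425). Enpp6, a marker of new oligodendrocytes on the precursor list, rose by 0.48 (adjusted p = 1.65e-05; 8 of 8 Q175 libraries above the control median), with 9 of 9 slopes of that list above 0 (adjusted p = 0.0563 with an estimated correlation). The choroid plexus markers had 11 of 11 slopes above 0 (median 0.26, adjusted p = 0.947 with an estimated correlation), but their median was -0.00416 with the divergent libraries left out and -0.191 in Q175. The median, mean or test of the striatal, neurogenesis, complement and GABA-A lists differed in sign at 6 months, and that of the calcium channels changed sign with the scaling.

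Single lines were set against controls at 6 months to see from which repeat length the response is present. Q175 had 933 genes past the threshold, of which 358 rose and the others fell. Ptpro, a receptor tyrosine phosphatase, rose by 0.38 (adjusted p = 3.81e-08; 40.1 ± 2.08 to 51.1 ± 2.71 CPM, 8 of 8 libraries above the control median) and Rwdd3 by 0.44 (adjusted p = 4.46e-08), while Bok fell by 0.73 (adjusted p = 3.49e-10) and Hapln4 by 0.33 (adjusted p = 5.29e-09). Drc1 rose in Q111 (0.45, adjusted p = 0.00558; 9.47 to 13.0 CPM) and in Q140 (0.49, adjusted p = 5.44e-04), with 8 of 8 Q111 libraries above the control median. It was the 1 call in Q111 (625 at an unadjusted p under 0.05). Q140 had 10 calls (7 rose), among them Rtl3, a retrotransposon-derived gene, at 0.51 (adjusted p = 0.0255; 8 of 8 libraries above the control median) and Ciart, a repressor of the clock, at -0.44 (adjusted p = 0.0255; 7 of 8 libraries below it). The growth hormone gene Gh, also called in Q140 at -7.31, rests on 1 Q20 library with 60.1 CPM. Its adjusted p was 0.0808 with the divergent libraries left out, a setting that keeps this Q20 library and so does not test it. In Q80 edgeR called 0 genes (452 at an unadjusted p under 0.05, 0 by DESeq2) and in Q92 also 0 (426 and 0). With WT and Q175 of their own library series alone, Q175 had 1544 calls. With no series term it had 2290 and Q140 had 177.

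**Figure D1:**
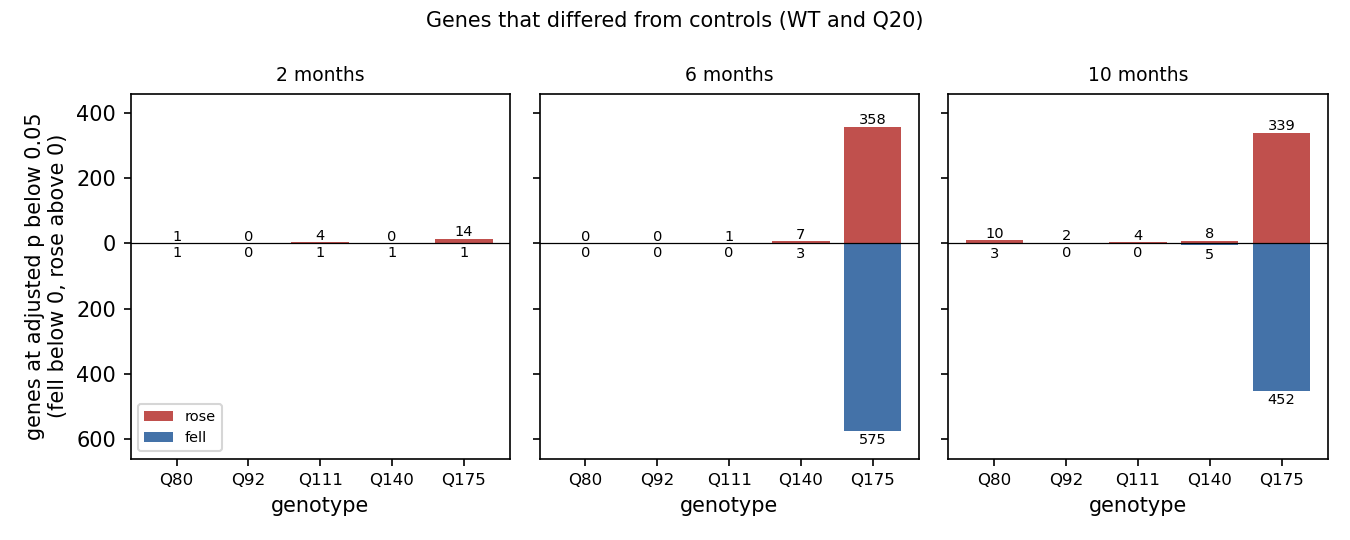
Genes past an adjusted p of 0.05 in each expanded line against WT and Q20 at 2, 6 and 10 months, with rising genes above 0 and falling genes below 0. Q175 had 15, 933 and 791 calls at the 3 ages, and no other line had more than 13 at any age.

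At 10 months the slope on repeat length was asked again in the oldest animals. Psat1 (ENSMUSG00000024640, chromosome 19, 15904678 to 15947337), the aminotransferase of serine synthesis, rose by 0.17 per 100 repeats (adjusted p = 1.20e-06), from 112.5 ± 6.78 CPM (n = 16) in controls to 136.9 ± 12.5 CPM (n = 8) in Q175. Wnt3 (ENSMUSG00000000125, chromosome 11, 103774150 to 103817957), a secreted Wnt ligand, rose by 0.45 (adjusted p = 1.92e-06) from 1.30 ± 0.270 to 2.10 ± 0.330 CPM. Shroom1 (ENSMUSG00000018387, chromosome 11, 53457205 to 53467766), an actin-binding protein, rose by 0.23 (adjusted p = 1.36e-05) from 6.59 ± 0.578 to 8.36 ± 0.926 CPM. Tal1 (ENSMUSG00000028717, chromosome 4, 115056426 to 115071755), a basic helix-loop-helix transcription factor of blood and brain development, rose by 0.66 (adjusted p = 7.32e-05) from 1.76 ± 0.286 to 4.59 ± 1.18 CPM. The Polycomb subunit Cbx8 (0.35, adjusted p = 8.26e-05; 5.66 ± 1.04 to 9.19 ± 0.771 CPM) rose, as did the phosphatase Dusp15 (0.21), the protease Tmprss5 (0.49), the adaptor Apbb1ip (0.24) and the dehydrogenase Aldh1b1 (0.21). These 9 genes were above the control median in 8 of 8 Q175 libraries.

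Among the genes that fell at 10 months, Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718), a cytokine made by glia, went down by 0.25 per 100 repeats (adjusted p = 1.39e-05), from 69.0 ± 9.60 to 53.3 ± 6.05 CPM. Hmgcs1 (ENSMUSG00000093930, chromosome 13, 119690379 to 119708260), an enzyme at the start of sterol synthesis, fell by 0.15 (adjusted p = 1.05e-04) from 269 ± 22.2 to 229 ± 17.1 CPM. Gja1 (ENSMUSG00000050953, chromosome 10, 56377330 to 56402513), the connexin of astrocyte gap junctions, fell by 0.12 (adjusted p = 3.91e-04) from 214 ± 13.0 to 187 ± 4.90 CPM. The natriuretic peptide receptor Npr1 (-0.49, adjusted p = 2.56e-05; 5.17 ± 1.37 to 2.85 ± 1.05 CPM) and Trpc6 (-0.32, adjusted p = 1.30e-04; 19.5 ± 3.24 to 12.8 ± 1.83 CPM) fell, as did Itih3 (-0.22), Dusp18 (-0.18), Rflnb (-0.32), Asrgl1 (-0.12) and the kinase Wnk4 (-0.41). All 10 were below the control median in at least 7 of 8 Q175 libraries.

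The 10-month slope called 297 of 17266 genes, of which 167 rose and 130 fell. With the divergent libraries left out it called 1087 (538 rose, 549 fell), 293 of the 297 among them. Without the Q175 libraries it called 46, of which 15 are among the 297, and Psat1, Wnt3, Dusp15, Shroom1, Tmprss5, Il33 and Npr1 are still called, whereas the slope of Tal1 became -0.03.

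**Figure D2:**
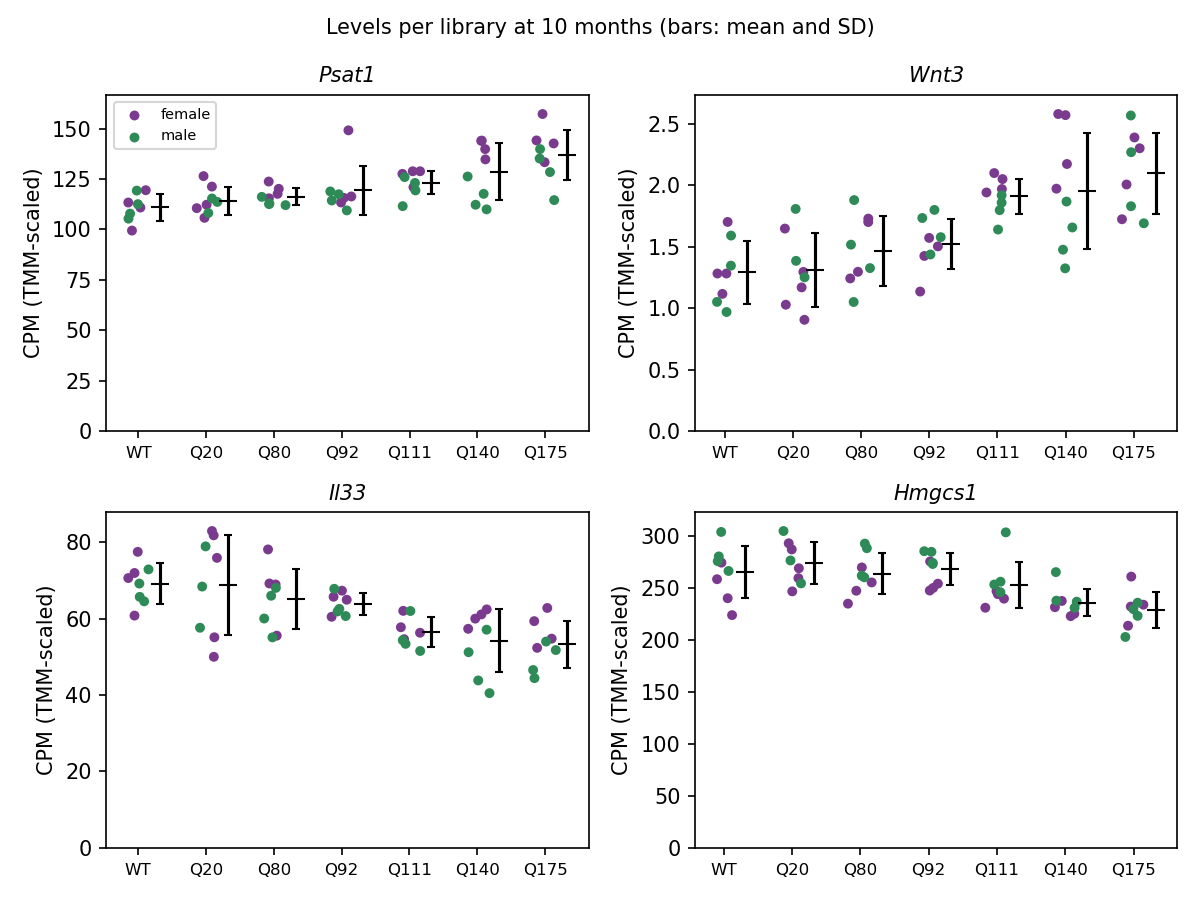
Levels of 4 genes in each library at 10 months (CPM after TMM scaling, linear axes from 0; points are libraries, bars are mean and SD, n = 8 per genotype). Psat1 rose from 112.5 CPM in controls to 136.9 CPM in Q175 and Wnt3 from 1.30 to 2.10 CPM, while Il33 fell from 69.0 to 53.3 CPM and Hmgcs1 from 269 to 229 CPM.

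Of the 33 lists at 10 months, 3 passed with an estimated correlation. The sterol synthesis genes fell together (22 of 22 slopes below 0, median -0.0849, adjusted p = 0.0105 with an estimated correlation): 5 of 22 fell (7 adjusted over the list alone), namely Hmgcs1, Cyp51 (-0.12, adjusted p = 0.0151), Idi1 (-0.13, adjusted p = 0.0152), Sqle (-0.12, adjusted p = 0.0184) and the sterol sensor partner Insig1 (-0.15, adjusted p = 0.0484), which was chosen after its values were seen. The astrocyte markers were lower (median -0.0828, adjusted p = 0.0284 with an estimated correlation), with 1 of 12 past the threshold, Gja1, and 5 adjusted over the list alone. Glutamine synthetase (Glul, -0.11, adjusted p = 0.106) and the filament gene Gfap (-0.11, adjusted p = 0.0915) did not pass. Of the 38 Hox genes, which pattern the body axis and the hindbrain, 3 were measured and 3 rose (3 adjusted over the list alone, adjusted p = 0.00464 with an estimated correlation). In the 8 Q175 libraries Hoxa2 had 20 to 48 counts, Hoxc4 11 to 29 and Hoxa7 11 to 27, while the other 48 libraries of 10 months had 0 to 4, 0 to 3 and 0 to 15. The fitted log2 values of such low counts depend on the prior count. Hoxa2, Hoxc4 and Hoxa7 passed the low-count filter only through Q175 and no Hox gene was measured at 2 or 6 months, so the outcome of this list test follows from the filter and carries no weight. A preset correlation calls 13 lists at 10 months, 10 at 6 months and 13 at 2 months. Besides the Hox list, the sterol and astrocyte calls at 10 months and the sterol call at 6 months hold with an estimated correlation, and the others do not. With the divergent libraries left out, camera on edgeR slopes with an estimated correlation calls 0 lists at 6 months and 0 at 10 months, where 6 and 7 have an unadjusted p under 0.05 and the preset correlation calls 10 and 16, while the 10-month medians were -0.0924 for sterol synthesis and -0.0766 for astrocyte markers.

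**Figure D3:**
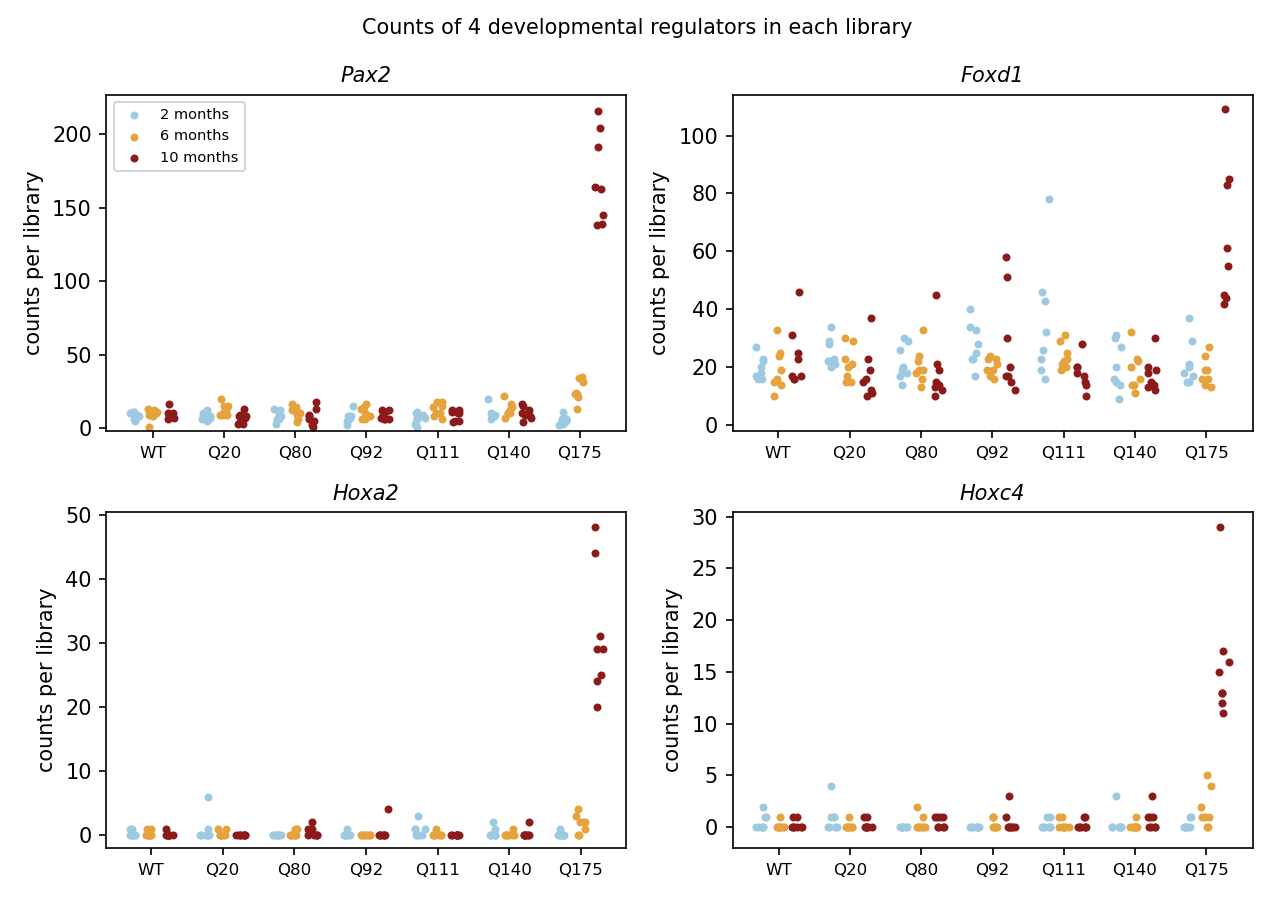
Counts per library of 4 developmental regulators (linear axes) by genotype at 2, 6 and 10 months, where each point is a library. The 8 Q175 libraries of 10 months had 20 to 48 counts of Hoxa2 and 11 to 29 of Hoxc4, and 138 to 216 of Pax2 and 42 to 109 of Foxd1, which were chosen after their values were seen.

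No list of neuronal markers passed at 10 months. Of 14 dentate granule cell markers 3 fell (7 adjusted over the list alone, median -0.207, adjusted p = 0.0511 with an estimated correlation): Trpc6, the secretion regulator Stxbp6 (-0.27, adjusted p = 0.00742; 121 ± 21.8 to 78.4 ± 8.19 CPM) and Plk5 (-0.51, adjusted p = 0.0152; 17.6 ± 5.43 to 8.59 ± 3.47 CPM). Of 13 CA2 and CA3 markers 2 fell, the deiodinase Iyd (-0.34, adjusted p = 0.00346) and Bok (-0.49, adjusted p = 0.0297), with 4 down and 1 up adjusted over the list alone (median -0.0678, adjusted p = 0.0511 with an estimated correlation). Each of these 5 genes was below the control median in 8 of 8 Q175 libraries. Of 12 CA1 markers 2 were lower adjusted over the list alone (median -0.0657, adjusted p = 0.262 with an estimated correlation). Of 20 striatal projection neuron markers 1 fell, the enkephalin precursor Penk (-0.44, adjusted p = 0.00866; 24.2 ± 4.04 to 12.7 ± 4.10 CPM), and 4 adjusted over the list alone (median -0.0142, adjusted p = 0.262 with an estimated correlation). Of 15 GABA-A receptor genes 2 fell, Gabrd (-0.29, adjusted p = 0.00267; 24.3 ± 5.27 to 15.9 ± 1.90 CPM) and Gabra5 (-0.13, adjusted p = 0.0411), with 2 down and 1 up adjusted over the list alone (median -0.0301, adjusted p = 0.688 with an estimated correlation). Penk, Gabrd and Gabra5 were below the control median in 8 of 8 Q175 libraries. The other neuronal lists had no member past the threshold over all genes: interneuron markers (median -0.0387, adjusted p = 0.737), glutamate receptors (-0.0395, adjusted p = 0.741), potassium channels (-0.0344, adjusted p = 0.418), calcium channels (-0.0267, adjusted p = 0.823; 2 up and 1 down adjusted over the list alone), clustered protocadherins (0.0344, adjusted p = 0.737), other cadherins (-0.00364, adjusted p = 0.823) and immediate early genes (0.0226, adjusted p = 0.823), all with an estimated correlation.

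Among the glial, vascular and neighbouring-tissue lists at 10 months, Enpp6 of the oligodendrocyte precursor list rose (0.51, adjusted p = 2.49e-04; 4.21 ± 1.17 to 7.37 ± 1.72 CPM, 7 of 8 Q175 libraries above the control median; list median 0.0374, adjusted p = 0.0511 with an estimated correlation). Of 13 oligodendrocyte markers 1 fell, the myelin proteolipid Mal (-0.18, adjusted p = 0.0496; 7 of 8 Q175 libraries below the control median), with 5 down and 2 up adjusted over the list alone (median 0.000367, adjusted p = 0.89 with an estimated correlation). Neurog2, a proneural factor of the neurogenesis list, rose by 0.69 (adjusted p = 1.36e-05; 0.63 ± 0.154 to 1.58 ± 0.298 CPM, 8 of 8 libraries above the control median; list median 0.032, adjusted p = 0.244 with an estimated correlation). The complement gene C4a fell by 0.29 (adjusted p = 0.00891; 8 of 8 Q175 libraries below the control median), in a list with a median of -0.00518 (adjusted p = 0.737 with an estimated correlation). Medians were -0.00386 for microglia (adjusted p = 0.741), -0.0305 for endothelium (adjusted p = 0.737), -0.169 for choroid plexus (adjusted p = 0.741; in Q175 0.587, or -0.473 with the divergent libraries left out), -0.0185 for thalamus (adjusted p = 0.737) and -0.0842 for blood (adjusted p = 0.823), all with an estimated correlation. The direction of the oligodendrocyte, choroid plexus (median 0.13 by DESeq2) and cadherin lists changed with the scaling.

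Of the lists of cell processes at 10 months, the clock genes had 1 of 15 fall, the transcription factor Hlf (-0.12, adjusted p = 0.0297; 7 of 8 Q175 libraries below the control median), with 4 adjusted over the list alone (median -0.0478, adjusted p = 0.243 with an estimated correlation). Psat1 was the 1 of 16 genes of the unfolded protein and integrated stress responses to rise (list median -0.0212, adjusted p = 0.823 with an estimated correlation). The interferon-stimulated genes had a median of 0.128 with 3 higher adjusted over the list alone (adjusted p = 0.363 with an estimated correlation), among them the interferon regulator Irf7 (0.28, adjusted p = 0.0638). No member passed over all genes in the lists of heat shock (median -0.0302, adjusted p = 0.737), p53 targets (-0.00153, adjusted p = 0.737), mismatch repair (0.0242, adjusted p = 0.688), oxidative phosphorylation (-0.128, adjusted p = 0.823; -0.00322 with the divergent libraries left out), ribosomal proteins (-0.138, adjusted p = 0.823; 0.0143 with those left out) and mitochondrially encoded genes (-0.0121, adjusted p = 0.89), all with an estimated correlation. The median of the p53, stress response, microglia and cadherin lists was below 0 while the test pointed up, and the median of the oligodendrocyte list was above 0 while its mean and test pointed down. In Q175 the median had the sign opposite to the slope for the choroid plexus, oligodendrocyte precursor (-0.0205), complement (0.0827), microglia (0.014), p53 (0.0346), mitochondrially encoded (0.00609) and immediate early (-0.0222) lists.

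Single lines were also set against controls at 10 months. In Q175 791 genes passed, of which 339 rose and 452 fell. Tal1 rose by 1.37 (adjusted p = 1.65e-15) and Spag6, a gene of the ciliary central apparatus, by 0.76 (adjusted p = 1.30e-09; 3.32 to 5.62 CPM), each in 8 of 8 libraries. Fam19a1, a secreted neuropeptide, fell by 0.61 (adjusted p = 1.56e-10; 55.3 ± 6.39 to 36.5 ± 4.76 CPM) and Nptxr by 0.43 (adjusted p = 5.53e-10; 914 ± 57.2 to 682 ± 52.7 CPM), each in 8 of 8 libraries. Of the dentate granule cell markers 8 of 14 fell in Q175 (median -0.55). With the divergent libraries left out Q175 had 2299 calls, 780 of the 791 among them, and with Q20 as the only controls 496.

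Among the shorter repeats at 10 months, Nptx2, a secreted pentraxin of excitatory synapses, rose by 0.52 in Q80 (adjusted p = 7.27e-05; 16.0 ± 2.01 to 22.9 ± 2.62 CPM) and by 0.47 in Q92 (adjusted p = 0.00103; 22.1 ± 1.58 CPM), in 8 of 8 libraries of each. Fosb rose by 0.82 in Q80 (adjusted p = 0.0134; 5.99 ± 1.18 to 10.8 ± 3.03 CPM) and by 0.81 in Q92 (adjusted p = 0.0195; 10.7 ± 3.77 CPM), in 7 of 8 libraries of each. These comparisons share their control libraries. Q80 also had falls of Efhc2, a protein of ciliary axonemes (-0.65, adjusted p = 0.0385), and of the ceramidase Acer3 (-0.26, adjusted p = 0.045), in 8 of 8 libraries each. Wnt3 rose in Q111 (0.56, adjusted p = 0.0359; 1.91 CPM) and Q140 (0.58, adjusted p = 0.0139; 1.95 CPM), Shroom1 rose in Q111 (0.31, adjusted p = 0.0273; 8.21 CPM) and Q140 (0.33, adjusted p = 0.0121; 8.29 CPM), each in 8 of 8 libraries, and Il33 fell in Q140 (-0.35, adjusted p = 0.0194; 54.2 CPM, 8 of 8 libraries below the control median), as did Gm7361 (-0.94, adjusted p = 0.0238). The calls numbered 13 in Q80 (10 rose), 2 in Q92 (2 rose), 4 in Q111 (4 rose) and 13 in Q140 (8 rose), and DESeq2 called 96, 10, 7 and 35, of which 45.8%, 40%, 57.1% and 48.6% rose. The counts depended on single libraries: without Q20 female 5 they were 2089 in Q80, 7 in Q92 and 20 in Q140, and Q80 had 5 without its female 4 and 3 without WT female 2. With all divergent libraries left out 418 genes rose and 287 fell in Q80, and Q92 had 10 calls, Q111 30 and Q140 142, while covariates for choroid plexus and gene length gave 778, 943, 19 and 437, and the replicate block gave 1581 in Q80.

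The 6- and 10-month slopes were combined in a summed z, which a gene can also pass through 1 age alone. In this test 1450 of 17102 genes passed, of which 634 rose and 816 fell, among them Drc1 (mean slope 0.22, adjusted p = 1.69e-07), Gm7361 (-0.45, adjusted p = 1.98e-06), Tal1 (0.35, adjusted p = 8.39e-04; 0.04 at 6 months alone) and Htt (-0.17, adjusted p = 0.00198). Within Q80 to Q175 the 10-month slope was -0.184 for Drc1 and 0.309 for Gm7361, against the direction of their mean slopes. The 6- and 10-month animals and controls are separate. Of genes called by the slope at each age, 83 rose at both ages (2.87 expected), 85 fell at both (3.94 expected) and 0 went opposite ways. Of the 834 genes of the 6-month slope that were also tested at 10 months, 792 had the same sign there. Across genes, which are not independent replicates, the z values of the 2 slopes correlated with r = 0.546, and with r = 0.0646 without the Q175 libraries. For Q175 against controls 137 genes rose at both ages (6.77 expected), 282 fell at both (15.1 expected) and 0 went opposite ways. Without the Q175 libraries the combination called 36 genes, and with the divergent libraries left out 2805. The z values of the 2-month slopes correlated with those of the 6-month slopes at r = 0.00894 and with those of the 10-month slopes at r = -0.0534. For the slopes themselves r was -0.0111 and -0.103.

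**Figure D4:**
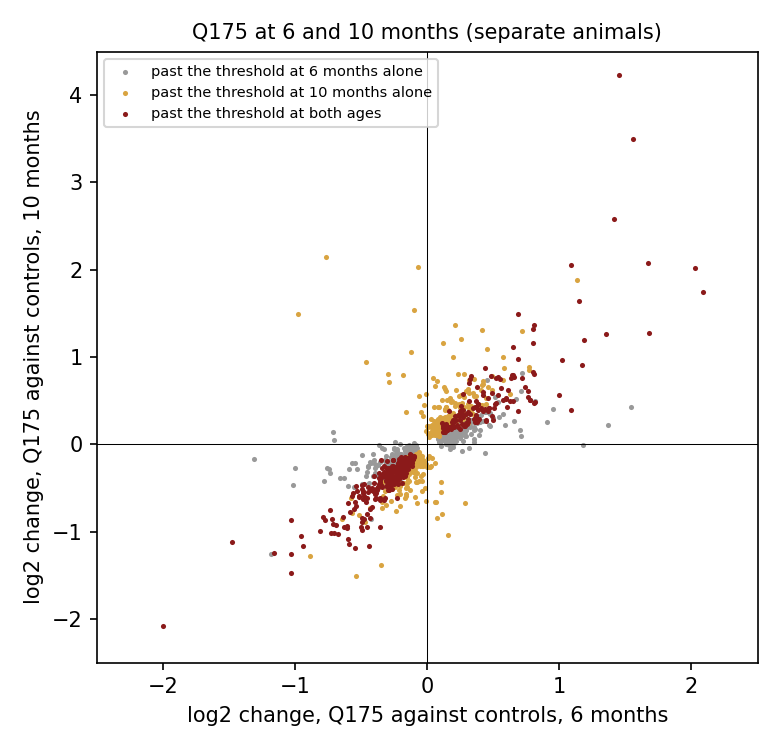
Log2 change of each gene called in Q175 against controls at 6 months (horizontal axis) or 10 months (vertical axis), for genes tested at both ages. Of the genes plotted, 419 passed at both ages, 509 at 6 months alone and 358 at 10 months alone, and 2 lie outside the axes.

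Differences of the slope between ages were tested to find effects that grow with age. From 2 to 10 months the slope increased for Tal1 by 0.72 (adjusted p = 9.35e-05) and for Onecut2, a transcription factor of neuronal identity, by 0.50 (adjusted p = 5.27e-04; 9.77 ± 1.13 CPM in controls and 17.96 ± 3.74 CPM in Q175 at 10 months). It decreased for Ndrg2, an astrocyte gene, by 0.24 (change of -0.24, adjusted p = 2.84e-04; 631 ± 83.6 to 514.5 ± 35.9 CPM at 10 months). Each of these genes had 8 of 8 Q175 libraries of 10 months on the side of its change. Of 177 calls between 2 and 10 months, 63 rose and 114 fell (35.6% rose, 24.5% by DESeq2), and 96 are still called with the divergent libraries left out, where the antisense transcript Gm17139 went from -4.24 to -0.22. Without the Q175 libraries edgeR called 0 (2900 genes had an unadjusted p under 0.05 with them, where DESeq2 called 233). Between 6 and 10 months 13 genes differed (76.9% rose, 54.5% by DESeq2), among them Tal1 (0.64, adjusted p = 0.00363), and the pseudogenes Atp6v0c-ps2 and Rpl3-ps1, at -2.90 and -1.66, became -0.18 and -0.51 with the divergent libraries left out. Between 2 and 6 months the 1 gene was Prl, the pituitary hormone prolactin (7.68, adjusted p = 2.93e-06), which reached 267 CPM in a control library of 2 months.

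Whether the slope differed between the sexes was tested at each age. At 6 months 6 genes differed, with a larger slope in males for all 6, among them the radial spoke gene Rsph10b (0.48, adjusted p = 0.0044), the glycosyltransferase Galnt6 (0.49, adjusted p = 0.0354) and 4930581F22Rik (0.29). This count was 11 without Q111 female 1, 1 without Q140 male 1 and 3 without Q80 male 4, and DESeq2 called 51, of which 62.7% had a larger slope in males, against 100% here. At 10 months 44 genes differed, 43 of them with a larger slope in males, led by the Y-linked Eif2s3y (7.79, adjusted p = 0.00204), Ddx3y (7.37, adjusted p = 0.00204) and Uty (4.88, adjusted p = 0.0159), with Etnppl, an astrocyte lyase, as the 1 with a smaller slope in males (-0.62, adjusted p = 0.0483). That count was 0 without Q20 female 5, whose Y transcripts contradict its label, 3 without Q175 male 4 and 7 without WT female 2. At 2 months edgeR called 0 genes (1112 at an unadjusted p under 0.05, 0 by DESeq2).

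Q20 was compared with WT, its littermates, to see whether a repeat in the normal range has an effect. Abhd1 (ENSMUSG00000006638, chromosome 5, 30950066 to 30955091), an abhydrolase gene, rose in Q20 by 1.18 at 2 months (adjusted p = 0.0119; 2.31 to 5.21 CPM) and by 1.27 at 10 months (adjusted p = 0.00645; 2.38 to 5.91 CPM), with 7 of 8 Q20 libraries above the control median at each age. At 2 months 2 genes passed (280 at an unadjusted p under 0.05, 2 by DESeq2), the other being the predicted gene Gm2420. At 10 months Abhd1 was the 1 call (1383 at an unadjusted p under 0.05, 8 by DESeq2), and without Q80 female 4 there were 2.

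Several named genes overlap another gene on the opposite strand (Psat1, Shroom1, Npr1, Hmgcs1, Trpc6, Asrgl1, Wnk4, Rwdd3, Tmc3, Ciart, Spag6, Fam19a1, Efhc2, Prl, Galnt6 and Abhd1) or on the same strand (Nptxr, Drc1, Anln, Ptpro and Rsph10b), and their levels can hold reads of that gene.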

Values the study reported

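The paper reports on microRNA libraries, and the mRNA values of this series are described elsewhere. For the hippocampus it gives 16 and 43 microRNAs that differed in Q175 at 6 and 10 months, 13 of them in common, and 51 in its combined analysis of ages. These count microRNAs, so they were not compared with the gene counts here.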

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

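The tests of outside tissue, of chance among low counts (both parts), of a linked segment, of graded repeat length and of the library with contradictory sex transcripts were chosen only after their results were seen, while those of RNA quality, of the Q175 line alone and of a sex-specific response, and the splits of the libraries, were set before. A pair of them replaced earlier versions whose outcome had been seen: the test of chance for the regulators measured at 6 months first asked for over 80% of the regulators to be higher at 6 months and found 78.6% (11 of 14), and the test of graded repeat length first asked for a slope at an unadjusted p under 0.05 within the expanded lines and found 0 of 5 genes, and then used the 2-month slopes, from libraries that had also picked the genes, where 4 of 5 fell short.

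Developmental transcription factors rose in Q175 at 10 months: of 119 tested members of families that pattern the embryo (chosen after values were seen), 21 rose (17.6%) against 1.85% of the other 17147 genes, and among the 112 that pass the count filter without the Q175 libraries 15 rose (13.4%, against 1.82% of other genes), since Foxd2, Hoxa2, Hoxa7, Hoxc4, Skor1 and Tbx5 pass it only through Q175. Trh rose by 1.21 (adjusted p = 0.0293) and Tph2 was higher by 0.41 (adjusted p = 0.0514), but the 18 measured of 30 markers of other brain regions had a median log2 change of -0.0795 in Q175, with an upper quartile of 0.186 below the lower quartile of the regulators at 0.804. This argues against tissue of the brain regions these 18 markers cover as the source of the set. The regulators were picked for their rise and several had few counts in controls, so the 2 sets of log2 changes are not on a like scale. Tissue from outside the brain was not tested. Chance among low counts is argued against by the 6 of 14 regulators measured at 6 months that also rose in the separate Q175 animals of that age (0.29 expected from the share of all genes, binomial p = 2.05e-07). That p takes genes as independent, which they are not, and 8.62% of all tested family members rose in Q175 at that age. For the 7 not measured there, as a set, chance is argued against by their summed level in the same animals (0.87 CPM in Q175, 0.447 CPM in WT, exact permutation p = 0.00186). With covariates and with the divergent libraries left out, 100% of the regulators were still called. So were 791 and 780 of all 791 genes called in Q175, whereas at 2 months each setting kept 3 of 15. This argues against RNA quality or choroid plexus content for the 10-month Q175 calls at large, and is not particular to the regulators. The share of the 21 above controls was 42.9% in Q111 and 71.4% in Q140, so a property of the Q175 line alone and an effect of the longest repeat cannot be told apart, since only this line carries that length.

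Genes near Htt were over-represented among the calls in Q80, Q92, Q111 and Q140 at 2 and 6 months: 5 of 14 called genes (35.7%) lie within 20 Mb of Htt, where 1.47% of tested genes lie, a ratio of 24.3, while in Q175 1 of 15 calls at 2 months, 29 of 933 at 6 months and 21 of 791 at 10 months lie there. They are Gm7361, which was lower, and Speer4b, Gm10471, Drc1 and Gm5067, which were higher. A segment of chromosome 5 carried along with the expanded alleles from their founder strain could give this ratio. The calls of Q20 against WT lie in the window too. They were 2 of 2 at 2 months (Abhd1 and Gm2420) and 1 of 1 at 10 months (Abhd1). At 2 and 10 months Q20 differed from WT by 0.0191 and 0.031 in Gm7361, by -0.045 and 0.0927 in Drc1 and by -0.207 and -0.155 in Gm5067. In Gm10471 the differences were 1.15 and -0.7, and in Speer4b 0.481 at 2 months. Whether the alleles share a segment was not tested. At 10 months genes in the window made up 0 of 13 calls in Q80 and 0 of 2 in Q92. They made up 1 of 4 in Q111 and 2 of 13 in Q140. In Q80, Q111 and Q140 the window thus held a smaller part of the calls at 10 months than at 2 and 6 months. The ratio above covers 2 and 6 months alone and was chosen after its result was seen, and the calls of these lines are few at every age. A linear effect of repeat length over all groups is argued against for 3 of the 4 genes measured in the separate animals of 10 months. In these the 95% interval of the slope within Q80 to Q175 fell short of the slope over all groups. The genes were picked by their calls in Q80 to Q140, which favours genes already shifted at shorter repeats. An effect of repeat length that levels off by Q80 would give the same result, so the test cannot decide on graded effects in general. Gm7361, Speer4b, Gm10471 and Gm5067 have close relatives in the same region, so which copy their reads came from is uncertain.

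The slope differed between the sexes at 10 months for 44 genes, 4 of them on the Y chromosome and Xist not among them. Without Q20 female 5, the library whose sex transcripts go against its label, 0% of these genes were still called by edgeR (0 calls in all), and with this library DESeq2 called 71 and 1759 had an unadjusted p under 0.05. Of these genes 42.5% (17 of 40) had an interaction of the same sign at 6 months, so as a set they did not recur there. They were called only with Q20 female 5, so this cannot decide whether other genes respond differently in the sexes. The sex transcripts of Q20 female 5 go with a wrong sex label, and its Xist level of 0.0615 CPM speaks against a mixture with female tissue. This library was also the most divergent (connectivity -107.6), and fewer genes were called without Q175 male 4 or WT female 2 too. The loss of the calls therefore cannot be tied to the sex label alone.

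Single libraries stood apart in 20 of 77 groups examined for total count, connectivity, Htt level or the level of a named gene, where chance gives about 1 in 20. In connectivity these were, at 2 months, Q111 female 3 (-25.3), Q140 female 4 (-44.6), Q175 male 2 (-86.5), Q80 male 5 (-3.14) and Q92 male 4 (-3.46), at 6 months WT female 4 (-2.55), and at 10 months Q175 male 4 (-19.8), Q20 female 5 (-107.6), Q80 female 4 (-84.5) and Q92 female 4 (-47.2). The Htt level stood apart in Q175 male 2 of 2 months (63.6 CPM), in Q111 female 1 (120.9 CPM) and Q20 male 2 (195 CPM) of 6 months, and in Q175 male 4 (75.2 CPM), Q20 female 5 (118.5 CPM), Q80 female 4 (100.3 CPM) and Q92 female 4 (84.4 CPM) of 10 months. The total count of Q92 male 1 of 6 months was 30.7 M. Nptxr had 802 CPM in Q175 male 3 of 10 months and Bok 29.4 CPM in Q175 male 3 of 6 months.

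Differences of the slope between ages or sexes passed their own test for the following results. Between 2 and 6 months 1 gene differed, Prl (7.68). Between 2 and 10 months 177 genes differed, among them Tal1 (0.72), Onecut2 (0.50), Mpc1-ps (-3.74), Gm17139 (-4.24) and Ndrg2 (-0.24). Between 6 and 10 months 13 genes differed, among them Tal1 (0.64), Atp6v0c-ps2 (-2.90) and Rpl3-ps1 (-1.66). Between males and females 6 genes differed at 6 months, among them Rsph10b (0.48), Galnt6 (0.49) and 4930581F22Rik (0.29), and at 10 months the 44 genes were led by Eif2s3y (7.79), Ddx3y (7.37), Uty (4.88) and Etnppl (-0.62).

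Other splits of the libraries, with genotypes permuted within sex, show how often as many calls arise by chance. Each result was judged alone, with no adjustment over the results. A small number of such splits therefore makes chance less likely for a result and does not exclude it. At 2 months the slope had 4 of 80 splits with as many calls (real 10, highest other 634), Q80 had 23 (2, 4077), Q111 19 (5, 970), Q140 13 (1, 4616), Q175 5 (15, 839) and Q20 against WT 9 (2, 525), which leaves chance open for these results. Q92 (0, 1158), the sex difference (0, 1) and the gene lists (0, 1) had a real count of 0. Every split reaches a count of 0, so the splits test nothing there. At 6 months few splits reached the real count for the slope (1 split, real 838, highest other 65), Q140 (3, 10, 2169), Q175 (1, 933, 333), the sex difference (2, 6, 7) and the lists (3, 1, 2). Chance stays open for Q111 (24, 1, 811), and Q80 (80, 0, 1183) and Q92 (80, 0, 890) again had a real count of 0. The sex difference ran from 1 to 11 genes with 1 library left out. At 10 months few splits did so for the slope (3, 297, 3101), Q80 (1, 13, 10), Q175 (2, 791, 3543) and the lists (1, 3, 2, or 2, 2, 2 without the Hox list). Chance stays open for Q92 (15, 2, 9263), Q111 (9, 4, 4192), Q140 (7, 13, 2243), the sex difference (4, 44, 3264) and Q20 against WT (14, 1, 6867). The Q80 count ran from 3 to 2089 with 1 library left out, so its 1 split is weak ground. For both ages combined (1, 1450, 13) and for the agreement of the z values of the 6- and 10-month slopes (1, 0.546, 0.44) no other split reached the real value. The slopes themselves correlated at 0.27, as large in 11 of 80 splits (highest 0.502), which leaves chance open for that measure. Of 60 splits, the difference between 2 and 6 months had 30 (1, 100), between 2 and 10 months 3 (177, 2566) and between 6 and 10 months 3 (13, 1232), which leaves chance open for these 3. Splits that call several times the real count, up to 9263 genes, point to a structure of the samples.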

How the results depend on the processing

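Chosen after seeing the data were the covariates for choroid plexus and length tilt, leaving out libraries with contradictory sex transcripts or 1 library at a time, the lists without divergent libraries, and each series alone; the other alternatives were planned. Of 30 results, which are counts of calls and the Htt slopes, RLE scaling kept 29, the lane block 27, the replicate block 21, no low-count filter 21 and DESeq2 16. A count was kept if it stayed within 1.5 times its value or was 0 in both settings, and an Htt slope if its direction and call stayed. Leaving out the divergent libraries kept 13 of 33, list counts included, the covariates 4 of 19, no series term 5 of 10, Q20 as the only controls 2 of 12 and leaving out Q175 3 of 14. The 14 include the agreement of the ages, which was kept if it moved by no more than the SD of the permuted correlations. Of 212 called values of single genes, 206 kept direction and call in DESeq2, 209 with RLE scaling, 202 with the lane block, 198 without divergent libraries, 193 with the replicate block and 192 with no filter, while 12 of 99 did without the Q175 libraries (82 weaker, 5 reversed), 83 of 113 with Q20 as the only controls and 79 of 87 with no series term. Replicate numbers do not pair the samples: residuals of equal numbers correlated at medians of -0.00671, 0.011 and -0.0162 at 2, 6 and 10 months (lowest -0.309, -0.361 and -0.49) and those of other numbers at 0.00653, -0.00409 and 0.00407. The cause of each shift was not tested except that settings with fewer libraries test fewer samples. Depth limits what can be said of genes with a few counts per library.

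With DESeq2 the counts that moved were at 2 months 5 for the slope, 15 for Q80, 9 for Q111, 21 for Q140 and 25 for Q175, at 6 months 2 for Q111 and 51 for the sex difference, at 10 months 96 for Q80, 10 for Q92, 7 for Q111, 35 for Q140, 71 for the sex difference and 8 for Q20 against WT, and 4 between 2 and 6 months. RLE scaling gave 2 for the sex difference at 6 months. With no filter the 2-month counts were 37 for the slope, 5 for Q80, 3 for Q92, 10 for Q111, 4 for Q140 and 26 for Q175, with 2 for the sex difference at 6 months, 2 for Q80 and 1 for Q111 at 10 months. The replicate block gave 3 for the slope, 3 for Q111 and 3 for Q175 at 2 months, 2 for the sex difference at 6 months, 1581 for Q80, 1 for Q111 and 0 for the sex difference at 10 months, 6 between 2 and 6 months and 63 between 2 and 10 months. The lane block gave 5 for the slope and 0 for Q175 at 2 months and 19 for the sex difference at 10 months. With no series term, counts at 6 months were 1 for Q92, 177 for Q140, 2290 for Q175 and 2 for the sex difference, with 2 between 2 and 6 months. Series A alone gave 3 for the 6-month slope and series B alone 1544 for Q175.

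Without the divergent libraries, counts were 3 for the slope, 4 for Q80, 3 for Q140 and 3 for Q175 at 2 months, 1420 for the slope, 1577 for Q175 and 15 for the sex difference at 6 months, and 1087 for the slope, 7.1e+02 for Q80 (418 rose, 287 fell), 10 for Q92, 30 for Q111, 142 for Q140, 2299 for Q175 and 0 for the sex difference at 10 months (by edgeR, with 71 by DESeq2 and 1759 at an unadjusted p under 0.05 in all libraries). They were 26 between 2 and 6 months, 275 between 2 and 10 months and 2805 for both ages combined, and the Htt slope at 10 months, -0.16, then passed. Lists called were 0 at 6 and 0 at 10 months, and with the preset correlation 10, 10 and 16 at 2, 6 and 10 months. The preset correlation in all libraries gave 13, 10 and 13. Without Q175 the slope called 3, 5 and 46 genes at 2, 6 and 10 months, the sex difference 2 at 6 and 0 at 10 months, 0 between 2 and 10 and 2 between 6 and 10 months, the combination 36, and the lists 0 at 6 and 1 at 10 months. The agreement of the ages was 0.0646 without Q175 and 0.27 with log2 slopes in place of z values.

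With Q20 as the only controls, counts were 6 for the slope, 0 for Q80, 0 for Q111 and 0 for Q175 at 2 months, and 536 for the slope, 2 for Q80, 0 for Q92, 0 for Q111, 1 for Q140 and 496 for Q175 at 10 months. With the covariates they were 2 for the slope, 4 for Q140 and 4 for Q175 at 2 months, 1485 for the slope, 1 for Q80, 1 for Q92, 28 for Q140 and 1687 for Q175 at 6 months, 1664 for the slope, 778 for Q80, 943 for Q92, 19 for Q111, 437 for Q140 and 2817 for Q175 at 10 months and 3325 for both ages combined. Without the libraries with contradictory sex transcripts the sex difference at 10 months had 0.

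Leaving out 1 doubtful library at a time gave at 2 months 2 to 11 for the slope, 2 to 3 for Q80, 0 to 0 for Q92, 0 to 6 for Q111, 2 to 4 for Q140, 2 to 17 for Q175, 0 to 0 for the sex difference and 2 to 2 for Q20 against WT. At 6 months it gave 856 to 1195 for the slope, 0 to 0 for Q80, 0 to 0 for Q92, 1 to 1 for Q111, 7 to 12 for Q140, 968 to 1303 for Q175 and 1 to 11 for the sex difference. At 10 months it gave 287 to 406 for the slope, 3 to 2089 for Q80, 2 to 7 for Q92, 3 to 6 for Q111, 13 to 20 for Q140, 7.0e+02 (306 rose, 398 fell) to 1063 for Q175, 0 to 49 for the sex difference and 1 to 2 for Q20 against WT. The largest moves were 2089 in Q80 without Q20 female 5 and 0 for the sex difference at 10 months without that library.

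Values that changed sign were, without Q175, Tal1 for the slope at 10 months (-0.0349) and between 2 and 10 months (-0.10), and Iyd (0.0123), Trpc6 (0.00995) and Stxbp6 (0.0381) for the slope at 6 months. Without the divergent libraries they were Gm8355 for the slope (-0.0216) and in Q175 (-0.22), Gm20659 in Q175 (-0.53) and Trh in Q111 (-0.35) at 2 months, and Eif2s3y (-0.24), Ddx3y (-0.37) and Uty (-0.59) for the sex difference at 10 months. With the replicate block they were Ddx3y (-0.45) and Uty (-0.65).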

Other observations

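The counts of developmental regulators in each library, looked at after their values were seen, were higher on average in Q175 of 10 months, without overlap with the other libraries of that age for Pax2, Skor1 and Tbx5 and with overlap for Twist1 and Foxd1. Pax2, a paired-box factor of the midbrain and kidney, had 138 to 216 counts in the 8 Q175 libraries of 10 months and 1 to 18 in the other 48 libraries of that age, with 13 to 35 in Q175 and 1 to 22 in the others at 6 months. Skor1, a corepressor of spinal neurons, had 83 to 233 against 0 to 11 counts at 10 months, the forkhead gene Foxd2 21 to 80 against 0 to 21, Tbx5, a T-box factor of heart and limb, 18 to 36 against 0 to 3, Twist1, a mesodermal factor, 66 to 136 against 18 to 69, and Foxd1 42 to 109 against 10 to 58. Among family members of at least 1 CPM in controls 6 of 84 rose (7.14%), against 1.76% of the other genes at that level. The median log2 change of the 21 regulators in Q175 was 1.32 at 10 months. Over the 14 measured at each of the other ages it was 0.339 at 6 months and 0.000588 at 2 months. For Hoxa2, Hoxc4 and Tbx5 the fitted values behind the 10-month median depend on the prior count. That median comes from the test that picked the genes, and Hoxa2, Tbx5, Hoxc4, Skor1 and Foxd2, with large changes at 10 months, are not in the others. The medians are thus no like measure of growth with age.

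Of 13 interferon-stimulated genes 4 rose in Q175 at 10 months (list median 0.416; the list was tested for the slope alone, adjusted p = 0.363 with an estimated correlation), among them the regulator Irf7 (0.61; 1.74 ± 0.614 to 2.61 ± 0.338 CPM, 8 of 8 libraries above the control median) and the antiviral enzymes Rsad2 (0.43) and Oasl2 (0.50). In the same comparison 7 potassium channel genes, 4 CA2 and CA3 markers, 4 striatal projection neuron markers, 4 sterol synthesis genes, 3 voltage-gated calcium channel subunits, 3 astrocyte markers, 3 clock genes and 2 CA1 markers fell, and no member of these 8 lists rose.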
